A study of Caenorhabditis elegans with 24 samples. Its data were reported in "A human progeria-associated BAF-1 mutation modulates gene expression and accelerates aging in C. elegans" (2024).

How the data were processed

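The series holds 24 DamID libraries from L4 larvae of Caenorhabditis elegans, in 8 groups of 3. DamID fuses a bacterial adenine methyltransferase (Dam) to a chromatin protein, so that GATC sites near the protein become methylated and can be amplified. Each of the fusions Dam::BAF-1 and Dam::BAF-1(G12T) was profiled in hypodermis and in intestine, next to GFP::Dam, a freely diffusing methyltransferase that reads out how accessible the chromatin is. Wild-type BAF-1 was profiled in wild-type animals and BAF-1(G12T) in animals with the same change at the endogenous locus, each with GFP::Dam controls of its own genotype and tissue. The Dam constructs are single-copy insertions on chromosome II, silent until a recombinase driven by the dpy-7 promoter (hypodermis) or the nhx-2 promoter (intestine) removes a stop cassette, and then transcribed at the basal level of the hsp-16.41 promoter. Per the labels, animals grew for 48 h at 20 °C, and 4000 animals and 400 ng of genomic DNA went into each sample, with 22 PCR cycles. The study describes its replicates as biological.

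The authors mapped reads that start with the DamID adapter to the GATC sites of the genome, counted them per gene (with 500 bp on each side) and per 2-kb bin, added a pseudocount, scaled to relative reads, divided the fusion by GFP::Dam, took log2 and subtracted the genome-wide mean. Their averages were formed over the replicates before the division. How the columns of single replicates were made is not given in the sources used here. In these columns, between 16 and 20 of the 20 commonest gene values lie at ratios of small whole numbers from the shared value described below, so each divides 1 fusion library by 1 GFP::Dam library. That both bear the same replicate number is assumed from the column names. The deposited log2 ratios are therefore centred at 0 over all genes or bins of a library, and zero marks the genome average and not an absence of binding. Averages over the replicates and p-values adjusted by the authors with DESeq2, on counts that are not used here, stand beside them in the deposited tables. There is a table of 46374 gene intervals, of which 46287 matched an annotated gene, and a table of 50139 bins for each protein and tissue. The lengths of all 6 chromosomes matched the reference WBcel235, and 35912 gene intervals start exactly 500 bp before the annotated start. Coordinates are those of the annotation on that build. Read counts per gene or bin are not in these tables. Gene intervals can overlap and share reads, but each counts as a separate gene. How far this shapes gene counts and list p-values was not tested.

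Intervals whose GATC fragments have no read in either library take the value of the pseudocount ratio. In the authors' deposited table this shared value filled 13.0% of gene averages for BAF-1 in hypodermis (at -0.81), 12.4% for BAF-1(G12T) in hypodermis (at -0.35), 10.3% for BAF-1 in intestine (at 1.31) and 13.2% for BAF-1(G12T) in intestine (at -0.77). Of 1401 bins without any GATC site, between 99.57% and 99.71% lay at it. Only intervals that the authors' table gives an adjusted p, which leaves out nearly all of these, were therefore tested.

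Tests were planned before the data were examined, together with the gene lists, the rule for naming genes and most of the alternatives. They had assumed read counts. Because the values are log2 ratios, limma (version 3.58.1, R 4.3.3) with empirical Bayes moderation and Benjamini-Hochberg adjustment replaced the planned count model, at a false discovery rate of 0.05, two-sided. Binding was tested as a mean log2 ratio against 0 over 3 replicates, per protein and tissue. For BAF-1 in intestine limma estimated infinite prior degrees of freedom, so that all genes share 1 SE (0.73), as do all bins (0.66), and its p-values treat the variance as equal over genes and known. Genes or bins with a positive mean that passed are called bound, or higher with the fusion, and those with a negative mean are called depleted, or lower. BAF-1(G12T) was compared with BAF-1 within each tissue, hypodermis with intestine for each protein, and the difference of these differences was tested as an interaction. The tables were normalized separately. For comparisons across tables each replicate was recentred over the tested intervals, a choice made after seeing that the shared values shift the deposited centre. Recentring moved the median difference of all tested genes from -0.3 to -0.07 (BAF-1(G12T) minus BAF-1, hypodermis), from 0.55 to 0.11 (the same, intestine), from 0.61 to 0.02 (BAF-1, hypodermis minus intestine) and from -0.11 to 0.03 (BAF-1(G12T), hypodermis minus intestine). Values with the deposited centre are given where a direction turns. Leaving out each replicate for the gene lists against GFP::Dam was added after the results were seen.

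Gene lists were tested against all other genes with limma's camera, with a preset inter-gene correlation of 0.01 and again with a correlation estimated from the data, and adjusted over the lists. They are cuticle collagens, cytosolic ribosomal proteins, nuclear envelope and lamina, markers of hypodermis, intestine, body wall muscle and pharynx, pan-neuronal and synaptic genes, neuropeptides, germ line, sperm, chemoreceptors, F-box and MATH/BATH genes, C-type lectins, nuclear hormone receptors, detoxification enzymes (cytochrome P450, UGT and GST), core histones, heat shock proteins, vacuolar ATPase, mitochondrial respiration, homeobox factors, piRNA genes, tRNA genes and genes with sequence in the transgenes. Genes that the study found expressed in hypodermis or intestine by RNA polymerase DamID, and those it found up or down in baf-1(G12T) animals, come from its supplement. They were measured on other libraries than the ratios tested here. Lists with under 3 tested members were not tested.

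Genes are named by rule. Fixed in advance were 13 genes, of which the study had already reported some from these data (baf-1, lmn-1, emr-1, lem-2, mua-6, dod-3, F14E5.8, col-63, dpy-7, nhx-2, elt-2, hsp-16.41 and his-58, the last never tested). In each comparison the 8 highest and 8 lowest protein-coding genes were added that passed with all replicates, lay over 500 bp apart and kept their sign (not always their call) whenever a replicate was left out. So were up to 2 members per list with the smallest p. For bins, the 2 with the smallest p in each direction on different chromosomes are named. A minimum mean count in the rule was replaced by the requirement of an adjusted p from the authors.

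Bins of 2 kb were averaged to 10 kb where at least 3 of them were tested, and autosome arms were set against centres with published borders. An exact sign-flip test over 3 replicates cannot give a p under 0.25, and an exact permutation test of 3 against 3 cannot give one under 0.1. Bins bound more by 1 protein had an adjusted p under 0.05 and a log2 difference over 0.58 (FDR and size taken from the study, whose further minimum fold of 2 for bound bins was an alternative here). Their place was compared with other autosomal bins by Fisher's exact test, two-sided, which treats neighbouring bins as independent. Because bound bins lie in arms to begin with, they were also compared with other bound bins, a test added after the results were seen.

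Replicate numbers were checked for pairing by correlating the deviations of same-numbered replicates from their group means. Between BAF-1 and BAF-1(G12T) of a tissue these correlations were 0.45, 0.32 and 0.28 in hypodermis and 0.3, 0.24 and 0.43 in intestine, so the numbers pair these libraries, as the study also describes for its controls. Blocked values are given where they change a call. Between tissues they ranged from -0.1 to 0.08 and pair nothing.

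On simulated ratios with 200 changed genes, limma recovered at a log2 size of 4 (and 2) 56 (0) of 100 genes for BAF-1 in hypodermis, 100 (23) for BAF-1(G12T) in hypodermis, 98 (17) for BAF-1 in intestine and 41 (0) for BAF-1(G12T) in intestine. For differences it recovered 18 (0) between proteins in hypodermis, 0 (0) between proteins in intestine, 39 (0) between tissues for BAF-1 and 25 (0) between tissues for BAF-1(G12T). Recovery depends on how many genes change, so these shares do not bear on comparisons in which more than 200 genes passed.

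Alternatives were leaving out each replicate, no filter, leaving out intervals at the shared value, another centring, columns of equal SD, a replicate block, protein-coding genes only, the authors' deposited calls and camera with an estimated correlation. The authors' deposited calls are, by a rule set here, genes or bins with a deposited adjusted p under 0.05 and a deposited average above 0. GFP::Dam alone is not analysed here. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared tables and plots.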

Results

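Binding of the nuclear envelope protein BAF-1, which tethers DNA to lamin and to LEM-domain proteins, and of BAF-1(G12T), the nematode counterpart of a mutation that causes a progeria in humans, was mapped by DamID in 2 tissues of L4 larvae. Each of 12 fusion libraries was expressed as a log2 ratio to a GFP::Dam library of the same tissue and genotype, which gave 3 ratio profiles for each protein in hypodermis and in intestine. The ratios are relative to the genome average of their own profile. Reads per library enter no test here, and precision is given as the SE of limma or the SD over 3 replicates. Correlations across genes, which are not independent replicates, ranged from 0.64 to 0.9 between replicates of a group, from 0.59 to 0.94 between BAF-1 and BAF-1(G12T) of a tissue and from 0.41 to 0.67 between tissues.

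In hypodermis, ratios of wild-type BAF-1 were tested against 0. F-box and MATH/BATH genes, C-type lectins and chemoreceptors had the highest list medians and ribosomal proteins one of the lowest. No list passed with an estimated correlation. The chemoreceptor gene srh-289 (chromosome V, 17792679 to 17794086) had a log2 ratio of 5.41 ± 0.54 (SE, n = 3), the F-box gene fbxb-108 (chromosome II, 2764964 to 2766046) of 5.01 ± 0.52. Next, fbxb-106, col-163, ubc-15, pot-3, srz-69 and srw-29 lay between 4.55 and 4.85, all with an adjusted p of 0.00469 (limma). At the other end stood the lipase-related gene lips-10 (chromosome II, 8439168 to 8442151), with -7.29 ± 0.52, and the acid phosphatase gene acp-2 (chromosome II, 8429959 to 8432054), with -5.63 ± 0.56 (adjusted p = 0.00469 for both). The clathrin adaptor gene apm-1 was at -4.73 ± 0.9 (adjusted p = 0.0056), and mec-14, ztf-9, nduf-6, fip-5 and oac-46 lay between -4.84 and -4.39. Of 30374 tested genes, 7025 were higher with BAF-1 and 5914 lower. Centred over the tested genes, 6720 were higher and 6893 lower, so which is larger depends on the centre. Among 18130 protein-coding genes the counts were 4478 and 3265. Without replicate 2 the bound genes numbered 2937 and the depleted 2321, and without replicate 3 they numbered 3637 and 3711.

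By gene list, 543 of 1077 chemoreceptor genes were bound in hypodermis (574 adjusted over the list alone) and 11 were depleted, with a median log2 ratio of 1.77 (camera, adjusted p = 2.79e-14, and adjusted p = 0.282 with an estimated correlation). Bound were also 195 of 355 F-box and MATH/BATH genes (210 adjusted over the list alone; median 1.9, adjusted p = 4.11e-13). So were 122 of 226 C-type lectins such as clec-177 and clec-96 (131; median 1.81, adjusted p = 6.37e-10). With an estimated correlation these gave adjusted p = 0.282 and adjusted p = 0.266. Of 4225 piRNA genes 1076 were bound and 362 depleted (949 and 295 adjusted over the list alone; median 0.94, adjusted p = 0.000857, and adjusted p = 0.381 with an estimated correlation). Of 89 sperm genes 25 were bound and 3 depleted (22 and 1; median 0.66, adjusted p = 0.024, and adjusted p = 0.282 with an estimated correlation). Depleted were 68 of 77 cytosolic ribosomal protein genes, such as rps-13 (-3.77 ± 0.54) and rps-15 (-3.88 ± 0.57), and none was bound (70 adjusted over the list alone; median -2.45, adjusted p = 1.69e-19, and adjusted p = 0.266 with an estimated correlation). Depleted were also 17 of 20 vacuolar ATPase genes (17; median -2.14, adjusted p = 1.71e-06) and 11 of 18 heat shock genes (12; median -1.81, adjusted p = 8.79e-05). Mitochondrial respiration had 32 of 84 depleted and 5 bound (32 and 5; median -1, adjusted p = 6.5e-05). With an estimated correlation these gave adjusted p = 0.266, adjusted p = 0.27 and adjusted p = 0.282. Of 409 tRNA genes 146 were depleted and 27 bound (142 and 27; median -1.04, adjusted p = 8.6e-08, and adjusted p = 0.31 with an estimated correlation).

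Hypodermis markers were depleted for BAF-1 in hypodermis, with 13 of 20 lower and 1 higher (13 and 1 adjusted over the list alone; median -2.07, adjusted p = 8.79e-05, and adjusted p = 0.282 with an estimated correlation). The cuticle collagen gene rol-6 was at -3.38 ± 0.53 and the epidermal regulator lin-26 at -3.06 ± 0.51. The collagen gene dpy-7 was at -2.24 ± 0.57 (adjusted p = 0.0143, and 0.129 without replicate 2) and the intermediate filament gene mua-6 at -2.22 ± 0.56 (adjusted p = 0.0134, and 0.0575 without replicate 2). Markers of muscle and pharynx were not depleted. Of 15 body wall muscle genes 4 were bound, among them hlh-1 (3.06 ± 0.51) and unc-54, and none depleted (4 adjusted over the list alone; adjusted p = 0.111, and 0.02 without replicate 3), and 4 of 11 pharynx genes were bound (5; adjusted p = 0.0919). Intestine markers were divided, with 4 bound and 4 depleted of 30 (2 and 2; adjusted p = 0.707). Lists that did not pass as sets were cuticle collagens (33 bound and 31 depleted of 171, adjusted p = 0.791), nuclear envelope genes (5 and 13 of 41, adjusted p = 0.223) and pan-neuronal genes (3 and 8 of 26, adjusted p = 0.223). The same held for neuropeptides (18 and 15 of 115, adjusted p = 0.791), germ line genes (16 and 7 of 46, adjusted p = 0.134) and nuclear hormone receptors (68 and 44 of 256, adjusted p = 0.413). It held too for detoxification enzymes (34 and 17 of 179, adjusted p = 0.652), core histones (5 and 5 of 32, adjusted p = 0.707), homeobox genes (22 and 10 of 78, adjusted p = 0.232) and genes with transgene sequence (0 and 1 of 4, adjusted p = 0.707). The genes for the nuclear envelope proteins lmn-1 (0.08 ± 0.56), emr-1 (0.6 ± 0.54) and lem-2 (0.73 ± 0.53) did not differ from the genome average (adjusted p between 0.28 and 0.918, limma).

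The mutant protein was mapped in hypodermis of baf-1(G12T) animals to ask where BAF-1(G12T) binds. Its highest genes were again chemoreceptors, among them srw-121 (4.42 ± 0.49, SE, n = 3, adjusted p = 0.000159), srz-69, srsx-2, sra-22, srw-115 and sri-32 (4.2 to 4.34). Next to them stood scl-15 (4.38) and srt-24. Its lowest genes were fip-5 (-5.32 ± 0.6), apm-1 (-5.27 ± 0.59), the Hedgehog-related gene wrt-1 (-4.74 ± 0.5), lips-10 (-4.7 ± 0.49) and the collagen gene col-117 (-4.58 ± 0.47), each with an adjusted p of 0.000159. The genes btbd-10, fip-4 and serp-1.1 lay between -4.7 and -4.43. Of 33800 tested genes 8834 were bound and 8678 depleted, with 4783 and 4810 of 18824 protein-coding genes. Centred over the tested genes, 8893 of all genes were bound and 8619 depleted. Bound were 759 of 1186 chemoreceptor genes (788 adjusted over the list alone; median 1.7, adjusted p = 1.1e-18) and 249 of 369 F-box and MATH/BATH genes (260; median 1.76, adjusted p = 1.15e-15). So were 132 of 229 C-type lectins (135; median 1.6, adjusted p = 2.67e-10) and 2337 of 6249 piRNA genes (2275; median 0.95, adjusted p = 7.31e-08). With an estimated correlation adjusted p = 0.301 for the lectins and adjusted p = 0.22 for the other lists. Depleted were 76 of 79 ribosomal protein genes (76; median -2.46, adjusted p = 1.28e-19, and adjusted p = 0.242 with an estimated correlation) and 16 of 20 vacuolar ATPase genes (17; adjusted p = 9.28e-06, and adjusted p = 0.272 with an estimated correlation). So were 240 of 457 tRNA genes (243; adjusted p = 5.41e-10, and adjusted p = 0.242 with an estimated correlation), 39 of 88 mitochondrial genes (39; adjusted p = 2.24e-05) and 11 of 18 heat shock genes (12; adjusted p = 0.000322). For the last pair of lists adjusted p = 0.22 with an estimated correlation.

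Genes of the hypodermis were depleted for BAF-1(G12T) as well. Of its 20 markers 14 were lower and 1 higher (14 and 1 adjusted over the list alone; median -2.56, adjusted p = 1.26e-06, and adjusted p = 0.22 with an estimated correlation), with rol-6 at -4.22 ± 0.47, the nuclear receptor gene nhr-25 at -3.96, and dpy-7 and mua-6 both at -2.56 ± 0.47. Of 172 cuticle collagens 57 were depleted, such as col-3 (-4.55), and 24 bound (55 and 21; median -0.68, adjusted p = 0.0124, and adjusted p = 0.798 with an estimated correlation). Nuclear envelope genes (18 depleted and 3 bound of 40, adjusted over the list alone 18 and 3; median -0.71, adjusted p = 0.0191) and pan-neuronal genes (12 and 2 of 26, 12 and 2; median -0.82, adjusted p = 0.0344) also lay below other genes, and gave adjusted p = 0.388 and adjusted p = 0.722 with an estimated correlation. Collagens had an adjusted p of 0.0907 without replicate 2 and 0.139 without replicate 3, pan-neuronal genes 0.139 without replicate 2 and nuclear envelope genes 0.0879 without replicate 3. The antimicrobial peptide genes nlp-31 (-3.72 ± 0.51) and nlp-33 (-3.31 ± 0.49), which the epidermis expresses, were depleted, while neuropeptides as a list were not (22 bound and 23 depleted, adjusted p = 0.864). No other list passed as a set, with adjusted p of 0.642 for intestine markers, 0.439 for body wall muscle and 0.355 for pharynx. It was 0.589 for germ line, 0.189 for sperm, 0.487 for nuclear hormone receptors and for detoxification enzymes, 0.522 for core histones, 0.226 for homeobox genes and 0.291 for genes with transgene sequence.

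Among genes with a symbol, wild-type BAF-1 in intestine was bound most strongly to a cluster of chemoreceptor genes of the srw family on the left arm of chromosome V. The genes srw-137 (2942571 to 2943959), srw-122 (2950712 to 2952202) and srw-143 (2939603 to 2941505) had log2 ratios of 6.44, 6.14 and 6.03 (adjusted p = 2.99e-14, 5.31e-13 and 1.34e-12, limma), with SDs over 3 replicates of 1.76, 1.84 and 2.83. In this profile limma gives all genes the same SE of 0.73, which is not the precision of any single gene. Next came F14E5.8 (chromosome II, 8420098 to 8422186), an uncharacterized gene, with 4.38 ± 0.73 (adjusted p = 1.11e-06). Below it were srh-248, oac-44, sre-30, pals-11 and col-137, between 3.84 and 4.34. The gene for BAF-1 itself (chromosome III, 9467464 to 9468058), whose coding sequence the fusion also carries, had a ratio of 3.27 ± 0.73 (adjusted p = 0.000119). Among the lowest genes were the nucleoside diphosphate kinase gene ndk-1 (-4.88), rps-26 (-4.75, chromosome I, 14759930 to 14760626), eef-1B.1 (-4.66), rps-21 (-4.54) and the vacuolar ATPase gene vha-10 (-4.5). With hpo-19, pst-2 and cri-3 they had ratios of -4.88 to -4.5 (all ± 0.73, adjusted p between 7.29e-08 and 6.41e-07). Of 36850 tested genes 8562 were bound and 10315 depleted, but of 19062 protein-coding genes only 2973 were bound against 6943 depleted. Centred over the tested genes, 9318 of all genes were bound and 9320 depleted, so the excess of depleted genes depends on the centre. Without replicate 2 the bound genes numbered 3443 and the depleted 3387, and without replicate 3 they numbered 1243 and 3070.

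Depletion in intestine covered 78 of 79 ribosomal protein genes (78 adjusted over the list alone; median -3.56, adjusted p = 1.69e-28) and 17 of 20 vacuolar ATPase genes (17; median -3.39, adjusted p = 1.13e-08). It covered 65 of 91 mitochondrial genes such as atp-2 (70; median -2.13, adjusted p = 1.2e-11) and 13 of 18 heat shock genes, against 2 bound (13 and 2; median -2.86, adjusted p = 0.000146). It also covered 31 of 41 nuclear envelope genes, among them the nucleoporin genes npp-23 (-3.88) and npp-18 (-3.8), against 1 bound (32 and 1; median -2.49, adjusted p = 4.45e-08). It also covered 21 of 36 core histone genes, against 1 bound (23 and 1; median -2.01, adjusted p = 0.000129). Of 30 intestine markers 18 were depleted and none bound (18; median -2.28, adjusted p = 1.49e-05), with the filament gene ifb-2 at -3.64 and the protease gene asp-1 at -3.22. Of 447 tRNA genes 196 were depleted against 11 bound (189 and 9; median -1.44, adjusted p = 5.72e-07). For all of these lists adjusted p = 0.608 with an estimated correlation. Detoxification enzymes were depleted at 71 of 183 genes and bound at 8 (70 and 7; median -0.91, adjusted p = 0.00153, and adjusted p = 0.737 with an estimated correlation). The intestinal regulator elt-2 was at -2.75 ± 0.73 (adjusted p = 0.000959, and 0.0791 without replicate 2 and 0.0597 without replicate 3), and lmn-1 at -1.98 ± 0.73 (adjusted p = 0.0166, and 0.162 and 0.271 without the same replicates). Bound were 592 of 1226 chemoreceptor genes (597 adjusted over the list alone; median 1.56, adjusted p = 1.97e-11) and 4279 of 8844 piRNA genes, whose intervals can overlap (4334; median 1.57, adjusted p = 1.45e-22). So were 106 of 375 F-box and MATH/BATH genes, against 59 depleted (102 and 56; median 0.59, adjusted p = 0.0145). With an estimated correlation the chemoreceptors and piRNA genes had adjusted p = 0.608 and the F-box list adjusted p = 0.737. Of all libraries the study lists, the fusion library of replicate 2 kept the fewest reads at GATC sites, and that of replicate 1 the next fewest. How far depth shapes these results was not tested. In replicate 2 the value of genes without reads was 2.46, at which stood 756 of the piRNA genes (8.5%, against 0.7% of other genes), 544 of them called bound. Without that replicate 1275 piRNA genes were bound (median 1.43, camera adjusted p = 9.98e-17), and without replicate 3 they numbered 471. The F-box list had an adjusted p of 0.064 without replicate 1. Sets that did not pass were collagens (12 bound and 51 depleted of 172, adjusted p = 0.0788, and 0.0337 without replicate 2), C-type lectins (74 and 50 of 230, adjusted p = 0.118, and 0.0308 without replicate 2) and hypodermis markers (3 and 7 of 20, adjusted p = 0.19). Nor did muscle (adjusted p = 0.767), pharynx (0.409), neurons (0.202), neuropeptides (0.0607, and 0.0436 and 0.0197 without replicates 2 and 3), germ line (0.118), sperm (0.481), nuclear hormone receptors (0.295), homeobox genes (0.916) and transgene sequence (0.189).

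BAF-1(G12T) in intestine was highest at col-137 (chromosome IV, 16601480 to 16602776), with 5.36 ± 0.67 (SE, n = 3), the lectin gene clec-195 (chromosome IV, 17044739 to 17045791), with 5.24 ± 0.61. Next were dlc-6, str-27, oac-44, ccg-1, ssq-4 and srj-14, between 4.67 and 5.05 (adjusted p between 0.00316 and 0.00326, limma). It was lowest at the chaperone gene dnj-16 (-4.84 ± 0.73), the glucuronosyltransferase genes ugt-17 (-4.81 ± 0.8) and ugt-16 (-4.52 ± 0.63) and the ATP synthase gene atp-4 (-4.33 ± 0.62). The genes pap-2, hrg-5, ech-9 and srm-3 lay between -4.48 and -4.33. Of these, ech-9 had an adjusted p of 0.00469, and of 0.0533 without replicate 2. Of 33367 tested genes 7697 were bound and 6208 depleted (3880 and 4054 of 18811 protein-coding genes). Centred over the tested genes, 7134 of all genes were bound and 7148 depleted, so the excess of bound genes depends on the centre. Without replicate 2 the bound genes numbered 2958 and the depleted 689, and without replicate 3 they numbered 3113 and 1205. The genes F14E5.8 (-0.39 ± 0.79, adjusted p = 0.699) and baf-1 (-0.18 ± 0.92, adjusted p = 0.887) were not bound by the mutant protein.

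Lists followed a like order for BAF-1(G12T) in intestine. Bound were 574 of 1168 chemoreceptor genes (608 adjusted over the list alone; median 1.7, adjusted p = 6.83e-11) and 2130 of 5891 piRNA genes (2159; median 1.27, adjusted p = 1.1e-08). So were 103 of 231 C-type lectins (106; median 1.18, adjusted p = 0.000323), F-box and MATH/BATH genes (37.9% of 367; 142; median 0.89, adjusted p = 0.00331) and 38 of 129 neuropeptides (38; median 1.06, adjusted p = 0.0143). Depleted were 75 of 79 ribosomal protein genes (76; median -2.76, adjusted p = 5.63e-20) and 17 of 20 vacuolar ATPase genes (17; median -2.78, adjusted p = 2.25e-06). So were 45 of 91 mitochondrial genes (47; median -1.84, adjusted p = 3.09e-10) and 10 of 18 heat shock genes (11; median -2.09, adjusted p = 0.00124). Depleted were also 18 of 41 nuclear envelope genes (18; median -1.53, adjusted p = 4.81e-06) and 13 of 36 histone genes (13; median -1.2, adjusted p = 0.00331). So were 118 of 443 tRNA genes (98; median -0.98, adjusted p = 1.17e-05) and 15 of 30 intestine markers, against 1 bound (15 and 1; median -1.59, adjusted p = 5.74e-05). For all of these lists adjusted p = 0.582 with an estimated correlation. Detoxification enzymes were depleted at 51 of 182 genes (48; median -0.64, adjusted p = 0.00265, and adjusted p = 0.598 with an estimated correlation). Markers of the hypodermis were not depleted here, with 4 of 20 markers bound and 2 depleted (3 and 2 adjusted over the list alone; adjusted p = 0.835). The Hedgehog-related gene grd-10 (3.85 ± 0.63) and the moulting gene mlt-10 (3.23) were bound.

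**Figure D1:**
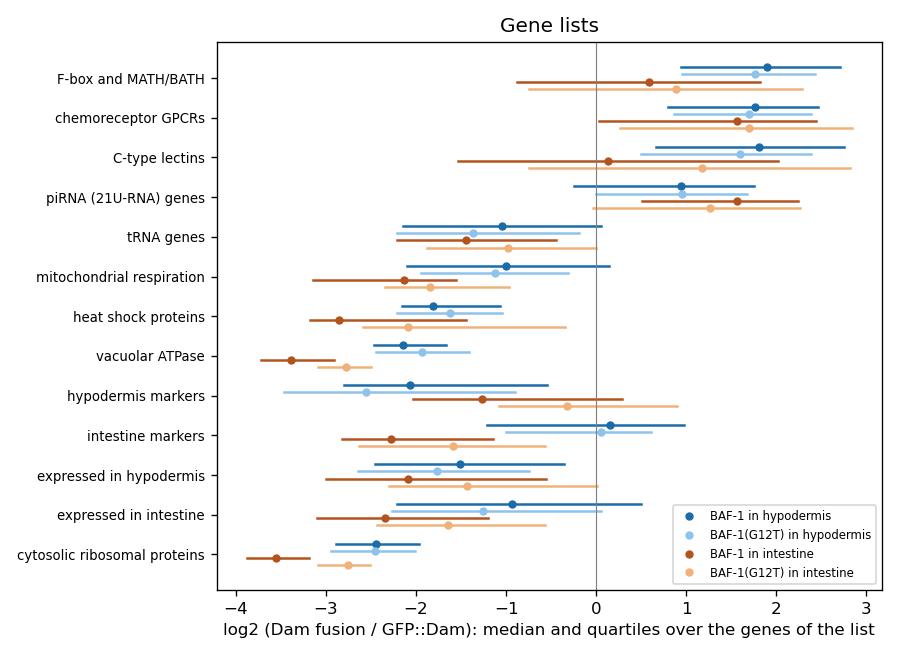
Median log2 ratio of Dam fusion over GFP::Dam (points, horizontal axis) with quartiles over the genes (lines) for 13 gene lists, in 4 colours for each protein in each tissue. Chemoreceptors lie at medians of 1.56 to 1.77 and ribosomal proteins at -3.56 to -2.45, while hypodermis markers are at -2.07 and -2.56 in hypodermis but at -1.27 and -0.32 in intestine.

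Whether binding relates to gene activity was asked with genes that the study detected as expressed by RNA polymerase DamID on other libraries. GFP::Dam, which divides each ratio, was not analysed alone, so the accessibility of expressed genes was not set apart from binding. In hypodermis, BAF-1 was depleted at 946 of 1942 genes expressed there and bound at 72 (986 and 77 adjusted over the list alone), with a median of -1.51 against 0.38 for other genes (camera, adjusted p = 2.26e-17, and adjusted p = 0.282 with an estimated correlation). BAF-1(G12T) was depleted at 1261 of 1948 of these genes and bound at 52 (1303 and 58), with a median of -1.77 against 0.22 (adjusted p = 9.27e-23, and adjusted p = 0.22 with an estimated correlation). In intestine, BAF-1 was depleted at 1065 of 1579 genes expressed in that tissue and bound at 51 (1091 and 59), with a median of -2.35 against -0.03 (adjusted p = 3.56e-21, and adjusted p = 0.608 with an estimated correlation). BAF-1(G12T) was depleted at 709 of 1575 and bound at 102 (767 and 109), with a median of -1.65 against 0.14 (adjusted p = 6.04e-14, and adjusted p = 0.582 with an estimated correlation). Genes expressed in both tissues were lowest in every profile, with medians of -1.98 (BAF-1) and -2.23 (BAF-1(G12T)) in hypodermis and -2.88 and -2.13 in intestine (adjusted p between 6.1e-26 and 1.43e-18, and adjusted p between 0.22 and 0.608 with an estimated correlation). Genes expressed in hypodermis only had medians of -1.33 and -1.58 in hypodermis and -1.77 and -1.18 in intestine (adjusted p between 1.13e-18 and 4.81e-06, and between 0.22 and 0.668 as an adjusted p with an estimated correlation). Genes expressed in intestine only had medians of -0.4 and -0.64 in hypodermis but of -2.07 and -1.44 in intestine (adjusted p between 8.53e-16 and 0.00948, and between 0.276 and 0.608 as an adjusted p with an estimated correlation). Genes expressed in neither tissue had medians of 0.4, 0.25, 0.06 and 0.2 in the same order (adjusted p between 1.63e-17 and 6.83e-11, and between 0.22 and 0.608 as an adjusted p with an estimated correlation).

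At the scale of chromosomes, both proteins were concentrated on the arms of the autosomes. The mean log2 ratio of 10-kb bins was higher in arms than in centres by 2.07 ± 0.17 (SD, n = 3) for BAF-1 and 1.82 ± 0.19 for BAF-1(G12T) in hypodermis, and by 1.72 ± 0.68 and 1.75 ± 0.27 in intestine. Every replicate was above 0 (exact sign-flip p = 0.25, the smallest possible over 3 replicates). Chromosome II had the largest difference of the 5 autosomes in each profile (3, 2.5, 2.06 and 2.11). The X chromosome was below the genome average, at -0.62 ± 0.24, -0.63 ± 0.15, -0.35 ± 0.21 and -0.1 ± 0.07. Among 2-kb bins, 8758 of 39031 were bound by BAF-1 and 10217 of 40971 by BAF-1(G12T) in hypodermis, and 9727 of 42169 and 8501 of 40046 in intestine. Without replicate 2 these counts fell to 4962 for BAF-1 and 6762 for BAF-1(G12T) in hypodermis and 5486 for BAF-1 in intestine. Without replicate 3 they fell to 4009 and 4702 for the proteins in intestine. The bins with the smallest p included one over W04A8.6 on chromosome I (13856001 to 13858000, 5.62 ± 0.6, adjusted p = 0.000445). Another lay over lips-10 on chromosome II (8440001 to 8442000, -7.1 ± 0.6, adjusted p = 2.98e-05) for BAF-1 in hypodermis. One over srw-137 on chromosome V (2942001 to 2944000, 6.78 ± 0.66, adjusted p = 7.28e-20) stood out for BAF-1 in intestine. For BAF-1(G12T) they included one over T09A12.8 on chromosome IV (8242001 to 8244000, -4.9 ± 0.5, adjusted p = 6.94e-05) in hypodermis and one over pap-2 on chromosome II (9608001 to 9610000, -5.27 ± 0.65, adjusted p = 0.00318) in intestine.

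**Figure D2:**
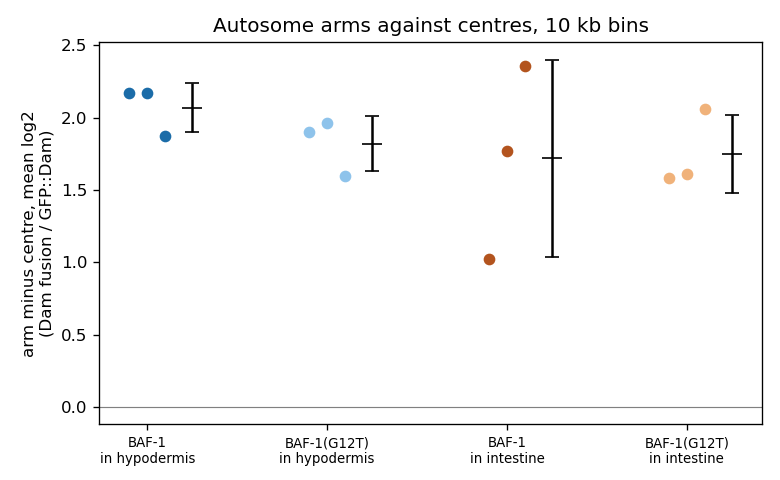
Mean log2 ratio of autosome arms minus centres over 10-kb bins (vertical axis) for each of 3 replicates (points), with mean and SD beside them, for each protein in hypodermis and in intestine. All replicates lie above 0, and those of BAF-1 in intestine spread from 1.02 to 2.36.

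The effect of the mutation on binding was asked by setting BAF-1(G12T) against BAF-1 within each tissue. In hypodermis no single gene differed, while cuticle collagens as a group were lower with BAF-1(G12T), with a median difference of -0.44 against -0.06 for other genes and 31 of 171 above 0 (camera, adjusted p = 2.1e-06, and adjusted p = 0.811 with an estimated correlation; 4.96e-07 with the replicate block). Chemoreceptors (median 0.18, -0.05 with the deposited centre) and piRNA genes (median 0.17, -0.07 with the deposited centre) lay above other genes, both with an adjusted p of 0.0201, and with adjusted p = 0.77 and adjusted p = 0.554 with an estimated correlation. No member of these or other lists passed, over all genes or adjusted over the list alone, and no other list passed as a set (adjusted p from 0.0609 for germ line genes upwards). By limma 0 of 30279 genes and 0 of 38684 bins of 2 kb differed in hypodermis, with 577 genes (1.9%) and 676 bins at an unadjusted p under 0.05. Of genes chosen beforehand, lmn-1 (-0.32 ± 0.81, SE, n = 3 per group), emr-1 (-0.66 ± 0.83), lem-2 (-0.54 ± 0.7), mua-6 (-0.11 ± 0.64) and dpy-7 (-0.08 ± 0.67) had an adjusted p of 1. With the replicate block 0 genes passed and 1473 had an unadjusted p under 0.05. Of 100 simulated genes, 18 were recovered at a log2 difference of 4 and 0 at 2 (limma).

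In intestine F14E5.8 had the lowest difference of the protein-coding genes. It was at 4.69 ± 0.62 (SD, n = 3) for BAF-1 and -0.52 ± 1.94 for BAF-1(G12T), or a difference of -5.22 ± 0.97 (SE, adjusted p = 1, limma). The differences of baf-1 (-3.89 ± 1.19), emr-1 (-3.2 ± 0.9), hsp-16.41 (-2.59 ± 0.9) and col-63 (2.29 ± 0.96) did not pass either (adjusted p = 1), nor did lmn-1 (0.71 ± 0.92), dod-3 (0.24 ± 0.75) or elt-2 (-0.2 ± 0.8). The genes with transgene sequence had a median of -1.73, with 0 of 4 lower over all genes and 2 adjusted over the list alone (camera, adjusted p = 0.00635, and adjusted p = 0.709 with an estimated correlation). Cuticle collagens were higher with BAF-1(G12T) in intestine, with a median of 0.44 against 0.11 for other genes and 133 of 172 above 0 (adjusted p = 0.000214). So were germ line genes, with a median of 0.57 and 42 of 46 above 0 (adjusted p = 0.000449), and C-type lectins, with a median of 0.44 and 175 of 230 above 0 (adjusted p = 0.000945). For each of these lists adjusted p = 0.709 with an estimated correlation, and 0 members passed over all genes or adjusted over the list alone. piRNA genes were lower, with a median of -0.39 that turned to 0.05 with the deposited centre (adjusted p = 6.93e-09, and adjusted p = 0.709 with an estimated correlation). Genes expressed in hypodermis (median 0.27), in intestine (0.27), in both (0.28), in intestine only (0.26) and in neither (0.09) had an adjusted p of 0.0725, and of 0.0428, 0.0363, 0.0363, 0.0431 and 0.0363 with the replicate block (from 0.22 to 0.235 as an adjusted p with the block and an estimated correlation). By limma 0 of 32982 genes and 0 of 39412 bins differed, with 967 genes (2.9%) and 1143 bins at an unadjusted p under 0.05. With the block 0 genes passed and 2057 had an unadjusted p under 0.05. Of 100 simulated genes with a log2 difference of 4, 0 were recovered here.

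**Figure D3:**
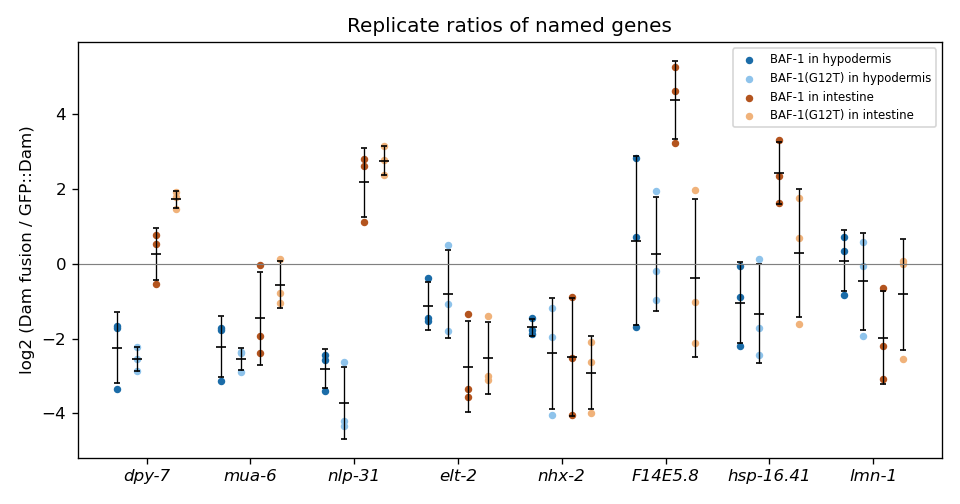
Log2 ratios of Dam fusion over GFP::Dam (vertical axis) of 8 named genes in 3 replicates (points) with mean and SD (black), in 4 colours for each protein in each tissue. F14E5.8 is near 4.38 with BAF-1 in intestine only, and nlp-31 and dpy-7 are lower in hypodermis than in intestine with both proteins.

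Genes bound by the proteins overlapped widely. In hypodermis 5643 of 10216 genes bound by either protein (55.2%) were bound by both. Among genes tested with both proteins, 7006 were bound by BAF-1 and 7825 by BAF-1(G12T), which shared 61.4%, where independent lists of these sizes have 1811 genes in common. Of all called genes, 1382 were called for BAF-1 only and 3191 for BAF-1(G12T) only, of which 19 and 1009 were not tested with the other protein. In intestine 5278 of 10981 (48.1%) were shared. Among those tested with both, 6874 and 7668 were bound and 57% shared, where independent lists have 1598 genes in common. Of all called genes, 3284 and 2419 were called for BAF-1 or BAF-1(G12T) only, of which 1688 and 29 were not tested with the other protein. Both proteins bound 2816 genes in both tissues, out of 15067 bound in any profile. The shares were 61.1% and 60.3% over 2-kb bins. Over genes they were 62.5% and 57.2% by the authors' deposited adjusted p under 0.05 with a deposited average above 0. That rule was set here, and in part it gives other counts than the study reports. Without BAF-1 replicate 2 or 3 the share in hypodermis was 30.4% or 36.8%. In intestine it was 13.6% without BAF-1 replicate 3, and 31.4% and 31.7% without BAF-1(G12T) replicate 2 and 3.

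Regions that favour either protein were sought among autosomal 10-kb bins that were bound and differed by over 0.58 on the log2 scale. Most lay in arms, as bound bins do in general. BAF-1 exceeded BAF-1(G12T) in 365 such bins in hypodermis, of which 91.2% were in arms against 57% of other bins (Fisher's exact test, p = 1.18e-45) but 93.6% of other bound bins (p = 0.114). In intestine it did so in 316 bins, with 77.5% against 57.9% of other bins (p = 8.2e-13, Fisher's exact test) but 88.1% of other bound bins (p = 1.79e-06). BAF-1(G12T) exceeded BAF-1 in fewer bins in hypodermis, of which 156 or 84.8% were in arms against 58% of other bins (Fisher's exact test, p = 1.38e-14) but 91.7% of other bound bins (p = 0.00273). In intestine it did so in 252 bins, with 83.7% against 57.8% of other bins (Fisher's exact test, p = 4.67e-18) and 87.5% of other bound bins (p = 0.0904). Next to other bound bins, the arm share was therefore lower where BAF-1(G12T) was favoured in hypodermis and where BAF-1 was favoured in intestine. The former did not pass with a minimum fold of 2 for bound bins (91.9% against 95.4%, Fisher's exact test, p = 0.0701) or without BAF-1 replicate 1 (p = 0.0598), and the latter not without BAF-1(G12T) replicate 2 (p = 0.0813). Bins favouring BAF-1 in hypodermis passed as less often in arms with that minimum fold (p = 0.0285), without BAF-1 replicate 1 (p = 2.09e-10) or 2 (p = 0.00114) and without BAF-1(G12T) replicate 3 (p = 0.000618, all by Fisher's exact test). Those favouring BAF-1(G12T) in intestine passed likewise without BAF-1 replicate 1 (p = 0.0435) and without BAF-1(G12T) replicate 2 (p = 0.000699) or 3 (p = 0.00233, Fisher's exact test). The number of bins varied with the replicates. In hypodermis BAF-1 was favoured in 683 bins without BAF-1 replicate 3 and 556 without BAF-1(G12T) replicate 1, and BAF-1(G12T) in 356 and 286 without BAF-1 replicates 2 and 3 and 322 without BAF-1(G12T) replicate 1. In intestine BAF-1 was favoured in 892 and 106 bins without BAF-1 replicates 1 and 3 and 590 without BAF-1(G12T) replicate 3. There BAF-1(G12T) was favoured in 70 and 924 bins without BAF-1 replicates 1 and 3 and 556 without BAF-1(G12T) replicate 2. With the deposited centre the bins numbered 602 and 100 in hypodermis and 164 and 588 in intestine, with arm shares of 92.4%, 84%, 76.8% and 86.2%. The difference between arms and centres, over differing sets of tested bins, was smaller for BAF-1(G12T) in hypodermis, by -0.25 (exact permutation p = 0.3, and 1.58 against 1.68 without a filter). Paired by replicate number the differences were -0.27, -0.21 and -0.27 (SD 0.03), with an exact sign-flip p of 0.25, the smallest possible. In intestine it was 0.03 (exact permutation p = 1), with pairs of 0.56, -0.16 and -0.3 (exact sign-flip p = 1).

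Genes that the study found deregulated in baf-1(G12T) animals were depleted for both proteins, as were the genes expressed in each tissue (above). The study counts the deregulated genes among the expressed ones, from which the tests below, against all other genes, do not set them apart. In hypodermis BAF-1 was lower at 19 of 35 upregulated genes and higher at 1 (22 and 1 adjusted over the list alone; median -1.75, adjusted p = 2.39e-05). It was lower at 17 of 24 downregulated ones (19; median -2.45, adjusted p = 1.22e-07). The lists gave adjusted p = 0.31 and adjusted p = 0.266 with an estimated correlation. In intestine it was lower at 55 of 74 upregulated genes and higher at 4 (55 and 5; median -2.7, adjusted p = 3.14e-11). It was lower at 43 of 53 downregulated ones and higher at 1 (45 and 1; median -2.64, adjusted p = 4.18e-12), both with adjusted p = 0.608 with an estimated correlation. BAF-1(G12T) was lower in hypodermis at 25 of the 35 upregulated genes and higher at 1 (27 and 1; median -1.77, adjusted p = 4.73e-07, and adjusted p = 0.272 with an estimated correlation). It was lower there at 21 of the 24 downregulated ones (21; median -2.37, adjusted p = 3.82e-08, and adjusted p = 0.22 with an estimated correlation). In intestine it was lower at 30 of 74 upregulated genes and higher at 5 (32 and 5; median -1.64, adjusted p = 5.25e-07), and lower at 37 of 53 downregulated ones (41; median -2.37, adjusted p = 6.83e-11). Both had adjusted p = 0.582 with an estimated correlation. The difference between the proteins passed for none of the lists, although without a filter on tested genes upregulated genes passed in both tissues (-0.41 and 0.54 relative to the median of other genes, adjusted p = 0.00495 and 3.52e-05). In hypodermis upregulated genes had a median difference of -0.19 with 14 of 35 above 0 (adjusted p = 0.216, camera, and 0.0373 without BAF-1(G12T) replicate 3). Downregulated genes had one of -0.02 with 11 of 24 above 0 (adjusted p = 0.478). In intestine upregulated genes had a median of 0.27 with 54 of 74 above 0 (adjusted p = 0.0725, but 0.000121 without BAF-1 replicate 1 and 0.000984 without BAF-1(G12T) replicate 3). Downregulated genes had a median of 0.06 with 30 of 53 above 0 (adjusted p = 0.844). Set against the median of other genes, their median difference was -0.05, and it turned to -0.36 without BAF-1 replicate 3 (adjusted p = 0.0377), to -0.35 without BAF-1(G12T) replicate 1 (adjusted p = 0.00871) to 0.47 without BAF-1 replicate 1 (adjusted p = 0.0279) and to 0.33 without the filter (adjusted p = 0.071).

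Genes used in the epidermis were among those whose ratio of BAF-1 to GFP::Dam differed most between the tissues. The study found GFP::Dam itself to differ between the tissues, with mua-6 more accessible in hypodermis. How far accessibility enters these ratios was not tested. Lower in hypodermis than in intestine were the epidermal antimicrobial peptide genes nlp-31 (chromosome V, 3980055 to 3980622; -5.57 ± 0.74, SE, n = 3 per group, adjusted p = 0.00795, limma) and nlp-33 (-5.31 ± 0.79). So were the gene gpa-12 for a G protein of the epidermal immune response (-5.55 ± 0.82), the Patched-related gene ptr-15 (-5.3 ± 0.84), the Hox gene ceh-13 (-5.05 ± 0.75) and fip-5 (-5.71 ± 1.1), with nspe-7, nspe-8 and nhr-147 alongside. Higher in hypodermis were asp-15 (4.89 ± 0.85), klo-2 (4.56 ± 0.78), acox-1.3 (4.59), mak-2 (4.4), maph-1.3, spp-17, plst-1 and gsp-4, with adjusted p from 0.0102 to 0.0224. Of 20 hypodermis markers 5 were lower and none higher, dpy-7 among them at -3.09 ± 0.77 (8 adjusted over the list alone; median -1.44, adjusted p = 0.000272, and adjusted p = 0.407 with an estimated correlation). Of 30 intestine markers 4 were higher and none lower, such as the saposin gene spp-1 (3.73 ± 0.84) and the actin gene act-5 (3.82 ± 1) (5; median 1.24, adjusted p = 0.000272, and adjusted p = 0.432 with an estimated correlation). Genes expressed in intestine only were higher at 98 and lower at 13 of 1072 (128 and 16; median 0.88, adjusted p = 2.47e-06, and adjusted p = 0.432 with an estimated correlation). Genes expressed in hypodermis only were lower at 134 and higher at 22 of 1456, with a median of -0.24 that turned to 0.34 with the deposited centre (165 and 34; adjusted p = 0.0266, and adjusted p = 0.609 with an estimated correlation). In all, 1165 of 30152 genes were higher and 1234 lower (2808 and 643 with the deposited centre). Of these, 1034 and 1075 are expressed in neither tissue, as are 27138 of the tested genes. There were 3613 calls without intestine replicate 1, 449 without intestine replicate 2, 220 without hypodermis replicate 2 and 0 (limma) without intestine replicate 3, where nlp-31 had an adjusted p of 0.102. Without hypodermis replicate 2 the adjusted p was 0.121 for dpy-7, 0.0885 for spp-1, 0.139 for act-5, 0.0906 for maph-1.3, 0.06 for spp-17 and 0.0611 for gsp-4 (limma). Without intestine replicate 2 it was 0.0794 for dpy-7, 0.0581 for spp-1, 0.0608 for act-5 and 0.0501 for plst-1, and without hypodermis replicate 1 0.0569 for act-5 (limma).

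Other groups also separated the tissues for BAF-1, here all relative to the rest of the genes. Higher in hypodermis were nuclear envelope genes, with 6 of 41 higher, such as npp-4 (3.68 ± 0.78) (16 adjusted over the list alone, and 2 lower; median 1.52, adjusted p = 2.86e-05). So were F-box and MATH/BATH genes, with 29 of 354 (40; median 0.63, adjusted p = 0.000272), and C-type lectins, with 20 of 226 (29; median 0.79, adjusted p = 0.00019). Further groups were germ line genes, with 5 of 46 (5; median 0.85, adjusted p = 0.00403), sperm genes, with 5 of 89 (5; median 0.71, adjusted p = 0.0204), and detoxification enzymes, with 9 of 179 (9; median 0.67, adjusted p = 0.00432). Pharynx markers followed, with 1 of 11 (3; median 1.68, adjusted p = 0.0324). For these lists adjusted p = 0.432 with an estimated correlation. Core histones (3 of 32 higher, 4 adjusted over the list alone; median 1.25, adjusted p = 0.000461), mitochondrial genes (3 of 82, 0; median 0.77, adjusted p = 0.00621), ribosomal protein genes (0 of 77, 0; median 0.6, adjusted p = 0.0348) and genes expressed in intestine (109 higher and 25 lower of 1558; median 0.66, adjusted p = 0.000272) were also higher. In this order they had adjusted p = 0.487, adjusted p = 0.609, adjusted p = 0.849 and adjusted p = 0.615 with an estimated correlation. Lower in hypodermis were piRNA genes, with 291 lower and 66 higher of 4176 (324 and 77; median -0.93, adjusted p = 1.38e-07), and neuropeptides, with 13 lower and 1 higher of 115 (16 and 3; median -0.31, turning to 0.27 with the deposited centre, adjusted p = 0.0103). So were genes with transgene sequence, with 2 of 5 (3; median -2.86, adjusted p = 0.00637), all with adjusted p = 0.432 with an estimated correlation. Among the last were hsp-16.41 (-4.06 ± 0.78, adjusted p = 0.013) and, without passing, baf-1 (-2.86 ± 0.89, adjusted p = 0.0577). F14E5.8 was lower by -4.35 ± 0.93 (adjusted p = 0.0173). Without intestine replicate 3 none of these genes passed (0 calls, limma), and hsp-16.41 and F14E5.8 then had adjusted p of 0.11 and 0.115. Without hypodermis replicate 2 the adjusted p was 0.0792 for npp-4 and 0.057 for F14E5.8 (limma). Collagens (adjusted p = 0.585), muscle (0.171), neurons (0.473), chemoreceptors (0.396), nuclear hormone receptors (0.457), heat shock proteins (0.727), vacuolar ATPase (0.473), homeobox genes (0.696) and tRNA genes (0.41) did not pass as sets.

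For BAF-1(G12T), genes of the epidermis were again among the lowest in hypodermis relative to intestine. Lower in hypodermis were fip-5 (chromosome X, 10302741 to 10303143; -7.13 ± 0.94, SE, n = 3 per group), nlp-33 (-6.4 ± 0.77), nlp-31 (-6.35 ± 0.73). So were ptr-15 (-6.17 ± 0.83), ceh-13 (-5.81 ± 0.75), the collagen gene col-144 (-5.55 ± 0.72), nspe-8 and nlp-27. Each had an adjusted p of 0.00878 (limma). Higher in hypodermis were ugt-16 (chromosome V, 12825024 to 12827442; 5.7 ± 0.71, adjusted p = 0.00878), ugt-17 (5.57 ± 0.99), math-40 (5.45 ± 0.81), pals-16, fbxa-74, srlf-5, fbxa-29 and cest-7 (5.08 to 5.29). Of 20 hypodermis markers 7 were lower and none higher, with dpy-7 at -4.14 ± 0.66 and mlt-10 at -4.47 ± 0.74 (12 adjusted over the list alone; median -1.95, adjusted p = 1.47e-07). Of 30 intestine markers 5 were higher and none lower, with asp-1 at 3.86 ± 0.82 (6; median 1.31, adjusted p = 1.61e-05). Both gave adjusted p = 0.465 with an estimated correlation. Of 172 cuticle collagens 29 were lower, such as sqt-1 (-4.97 ± 0.69), and 3 higher (39 and 8; median -0.45, adjusted p = 0.0021, and adjusted p = 0.721 with an estimated correlation). Genes expressed in hypodermis only were lower at 170 and higher at 16 of 1459 (219 and 32; median -0.45, adjusted p = 0.000603). Genes expressed in intestine only were higher at 74 and lower at 20 of 1081 (81 and 22; median 0.64, adjusted p = 0.000183), both with adjusted p = 0.721 with an estimated correlation. In all, 978 of 32033 genes were higher and 1440 lower, and 887 and 1236 of these are expressed in neither tissue, as are 29006 of the tested genes. The calls numbered 1585 without intestine replicate 1, 1115 without intestine replicate 3, 137 without hypodermis replicate 2, 1008 without hypodermis replicate 3 and 0 (limma) without hypodermis replicate 1, where the 8 lowest genes had an adjusted p of 0.0596. Without hypodermis replicate 2 it was 0.0509 for dpy-7, 0.0546 for mlt-10, 0.0881 for asp-1, 0.0736 for pals-16, 0.0562 for srlf-5, 0.0505 for fbxa-74 and 0.05 for ugt-17, and without intestine replicate 3 0.0564 for asp-1 (limma).

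Among other groups, BAF-1(G12T) was higher in hypodermis at detoxification enzymes (18 of 182, 22 adjusted over the list alone; median 0.96, adjusted p = 1.15e-05), F-box and MATH/BATH genes (51 of 361, 83; median 0.67, adjusted p = 1.2e-05) and mitochondrial genes (3 of 86, 0; median 0.8, adjusted p = 0.000868). All had adjusted p = 0.465 with an estimated correlation. It was higher also at nuclear envelope genes (3 of 40, 3; median 0.89, adjusted p = 0.0021), core histones (2 of 36, 2; median 0.81, adjusted p = 0.0204) and C-type lectins (16 higher and 5 lower of 229, 20 and 5; median 0.3, adjusted p = 0.0453). These had adjusted p = 0.721 with an estimated correlation. Neuropeptides were lower, at 17 genes (21; median -0.37, adjusted p = 0.0188, and adjusted p = 0.563 with an estimated correlation). Genes expressed in hypodermis (9.5% lower and 17 higher of 1946, 214 and 26; median -0.3, adjusted p = 0.0055) and upregulated genes of the hypodermis (7 of 35 lower, 8 adjusted over the list alone against 1 higher; median -0.44, adjusted p = 0.0164) were lower, both with adjusted p = 0.721 with an estimated correlation. Genes expressed in intestine were higher (75 higher and 34 lower of 1568, 70 and 32; median 0.41, adjusted p = 0.0164, and adjusted p = 0.794 with an estimated correlation). Ribosomal protein genes (adjusted p = 0.065), muscle (0.872), pharynx (0.668), neurons (0.115), germ line (0.956), sperm (0.0853), chemoreceptors (0.275), nuclear hormone receptors (0.173), heat shock proteins (0.641), vacuolar ATPase (0.0897), homeobox genes (0.956), piRNA genes (0.267), tRNA genes (0.181) and transgene sequence (0.065) did not pass as sets. Over 2-kb bins, 1550 of 38388 were higher in hypodermis and 1741 lower for BAF-1, and 1234 of 38879 higher and 1819 lower for BAF-1(G12T). The lowest included a bin over mlt-7 on chromosome II (4394001 to 4396000, -6.52 ± 0.83, adjusted p = 0.000842) for BAF-1 and a bin over nlp-31 and nlp-30 on chromosome V (3980001 to 3982000, -6.42 ± 0.76, adjusted p = 0.00371) for BAF-1(G12T).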

Values the study reported

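The study reported 5467 genes bound by BAF-1 and 6376 bound by BAF-1(G12T) in hypodermis, with 4541 genes (62%) in common, 926 only with the wild-type protein and 1835 only with the mutant. In intestine it gave 8442 and 7412 bound genes, of which 5410 (51%) were shared, 3032 belonged to BAF-1 alone and 2078 to BAF-1(G12T) alone. It counted 2552 genes (20%) as bound by both proteins in both tissues. Of 10-kb bins bound more by BAF-1 than by the mutant in hypodermis it found 410 on the autosomes, 87% of them in arms, and it found 478 for BAF-1(G12T), described as lying mostly in the centres. By RNA polymerase DamID it detected 1960 expressed genes in hypodermis and 1585 in intestine, 491 of them in both.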

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

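The splits of the tissue comparisons and of the bound genes and bins were planned. The tests on the neighbourhood of F14E5.8, on transgene sequence, on genes called for 1 protein only and on centring, the interaction with the deposited centre, and the splits between proteins, were chosen only after the results were seen.

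An interaction of mutation and tissue passed for several gene lists with the preset correlation (limma camera, n = 3 per group) and for none with an estimated one. It was not repeated with a replicate left out. Cuticle collagens had a median interaction of -0.87, with -0.44 in hypodermis and 0.37 in intestine over genes tested in all profiles (adjusted p = 6.78e-08, and adjusted p = 0.659 with an estimated correlation). Germ line genes had -0.88 (-0.33 and 0.5, adjusted p = 0.000133) and pharynx markers -0.89 (-0.61 and 0.49, adjusted p = 0.049), both with adjusted p = 0.573 with an estimated correlation. Hypodermis markers had -0.85 (-0.17 and 0.59, adjusted p = 0.0268, and adjusted p = 0.315 with an estimated correlation). piRNA genes lay above other genes, with 0.43 (0.16 and -0.28, adjusted p = 2.58e-06, and adjusted p = 0.647 with an estimated correlation). Chemoreceptors had 0.26 (0.18 and -0.07, adjusted p = 0.00512) and detoxification enzymes 0.13 (0.09 and -0.09, adjusted p = 0.049), both with adjusted p = 0.849 with an estimated correlation. With the deposited centre the medians of piRNA genes, chemoreceptors and detoxification enzymes turned to -0.33, -0.49 and -0.63, next to -1, -0.94 and -0.92 for the genes outside each, so their sign depends on the centre and their place above other genes does not. No single gene of 29716 had an interaction that passed (0 by limma), and 1023 (3.4%) had an unadjusted p under 0.05.

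The ratio to GFP::Dam differed between hypodermis and intestine at 2399 genes and 3291 bins for BAF-1 and at 2418 genes and 3053 bins for BAF-1(G12T). Of the 10 ways to split each set of 6 ratio profiles into 3 and 3, only the real one, 1 of 10, gave as many calls, and no other gave any (0 by limma). For bound genes and bins, 1 of 4 ways to turn the signs of the profiles gave as many calls, the real one. Splits of these sizes are too few to give a share under 0.05, so chance cannot be told apart from a real difference by them alone. Between the proteins all 10 of 10 splits reached the real count, but that count is 0 (limma), which every split must reach, so these splits say nothing.

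F14E5.8 had the lowest difference of 18720 protein-coding genes in intestine, -5.22 ± 0.97 (SE, n = 3 per group, adjusted p = 1, limma), and its neighbour fdgt-2, chosen after its values were seen, had -5.07 ± 0.95. Of genes with sequence in the transgenes, baf-1, hsp-16.41 and, within its error of 0, nhx-2 (-0.86 ± 0.91) went the same way and unc-119 (0.12 ± 0.82) did not. The site of the Dam transgenes on chromosome II is thought to lie near F14E5.8, from general knowledge and not from these data. Spread of methylation from there cannot be told apart from other sources. The mean absolute ratio within 50 kb was at percentiles 81.6 (BAF-1) and 73.7 (BAF-1(G12T)) in hypodermis and 70 and 33.2 in intestine among 3435 windows, but the GFP::Dam transgenes are on the same chromosome, so spread can cancel in the ratio. Reads from transgene sequence cannot be told apart either. The median of the 4 genes lay at percentile 0.02 of 10000 random lists, but both fusions of a tissue carry the same sequence apart from the mutation, which predicts no difference between them, and the controls carry part of it. An effect of the genotype stays open and was not tested.

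Genes called bound for 1 protein only could reflect a threshold on noisy values. Of those tested with both proteins, 98.5% of 3545 in hypodermis and 95.8% of 3986 in intestine were also above 0 with the other protein. A difference between the proteins had an unadjusted p under 0.05 for 211 (6%) and 355 (8.9%) of them, against 1.9% and 2.9% of all tested genes, a rise that choosing genes by the call of 1 protein can itself bring, and passed for 0 in either tissue (limma). A real loss of binding at some of these genes stays open as a biological explanation.

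For genes deregulated in baf-1(G12T) animals, the deposited centre puts most ratios on one side. In intestine 83.8% of upregulated and 79.2% of downregulated genes were higher with BAF-1(G12T), next to 79.8% of other protein-coding genes, and 73% and 56.6% after recentring, next to 62% and 62.1%. Among random lists of the same size the medians lay at percentiles 77.87 (up, intestine), 14.29 (down, intestine) and 24.19 (down, hypodermis), which is consistent with a shift of the whole table as their source. Genes upregulated in hypodermis were at the bound, at percentile 2.6 (Monte Carlo SE 0.05, 100000 draws), and runs of 10000 draws fell on either side of 2.5. An effect of the genotype on these genes stays open.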

How the results depend on the processing

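Leaving out intervals at the shared value, the other centring, columns of equal SD, the authors' deposited calls, for the fixed gene lists the estimated correlation, the block and no filter, and the arms without a filter were chosen only after the data were seen. Of the results that answer a comparison, 169 kept their side of the threshold, or their size where it is a count or a level, under other settings, 35 moved, 2 newly passed, 2 no longer passed and 4 reversed. With a replicate left out 95 kept, 25 moved, 5 newly passed and 1 reversed. Those kept include differences at deregulated genes that passed under neither setting but changed sign. Where none is given, the cause was not tested. Without a filter, 1 gene differed between the proteins in intestine, 1210 differed between tissues for BAF-1(G12T), and arms exceeded centres by 1.68 (BAF-1) and 1.58 (BAF-1(G12T)) in hypodermis and 1.45 (BAF-1(G12T)) in intestine. Upregulated genes then passed in both tissues (-0.41 and 0.54, above), and downregulated genes, as median minus that of other genes, turned from 0.04 to -0.25 and from -0.05 to 0.33 without passing. The lists without a filter passed in 4 comparisons for body wall muscle, 4 for pharynx, 4 for pan-neuronal genes, 5 for germ line, 2 for nuclear hormone receptors, 2 for core histones and 3 for homeobox genes. Set against other bound bins in place of all other bins, a choice made after the data were seen, the arm shares of bins favouring BAF-1 (91.2%) and BAF-1(G12T) (84.8%) in hypodermis and of those in intestine (77.5% and 83.7%) turned from above to below the comparison, since bound bins lie mostly in arms. Leaving out intervals at the shared value gave 1458 genes for BAF-1 between tissues.

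With an estimated correlation the median of BAF-1 at expressed genes minus that at other genes (-1.89 in hypodermis, -2.32 in intestine) no longer passed (adjusted p = 0.282 and 0.608), and 0 comparisons passed by camera for cuticle collagens, ribosomal proteins, nuclear envelope, hypodermis, intestine, pharynx, pan-neuronal genes, neuropeptides, germ line, sperm, chemoreceptors, F-box and MATH/BATH genes, C-type lectins, detoxification enzymes (cytochrome P450, UGT and GST), core histones, heat shock proteins, vacuolar ATPase, mitochondrial respiration, piRNA genes, tRNA genes and transgene parts. The replicate block between tissues, where the numbers pair nothing and not every replicate correlates best with its own number, gave 2508 genes for BAF-1 and 1090 for BAF-1(G12T), and C-type lectins an adjusted p of 0.0506 for BAF-1(G12T). Where it was run, the block changed no other call of a comparison than those given, and 11 named genes no longer passed with it. It was not run for the interaction. No paired analysis was possible for binding, as each ratio already pairs a fusion with a control, nor for arms within 1 profile, which are set against 0.

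With 1 replicate left out, bound genes ranged from 2937 to 8246 (BAF-1) and 6046 to 8622 (BAF-1(G12T)) in hypodermis and from 1243 to 10739 and 2958 to 6435 in intestine, and bound bins from 4962 to 9023, 6762 to 10586, 4009 to 11284 and 4702 to 7992. Shared genes ranged from 30.4% to 58.5% in hypodermis and 13.6% to 48.6% in intestine, and genes that differ from 0 to 0 between proteins in both tissues (limma), 0 to 3613 between tissues for BAF-1 and 0 to 3003 for BAF-1(G12T). Arms exceeded centres by 2.02 to 2.17, 1.75 to 1.93, 1.39 to 2.07 and 1.59 to 1.83. Arm shares were 84.2% to 94% (BAF-1) and 80.4% to 87.9% (BAF-1(G12T)) in hypodermis and 76.4% to 85.7% and 78.6% to 87.9% in intestine. Set against the median of other genes, expressed genes ranged from -1.87 to -1.81 in hypodermis and -2.78 to -1.9 in intestine. On the same scale, differences at deregulated genes ranged from -0.28 to 0.04 (up) and -0.3 to 0.3 (down) in hypodermis and -0.01 to 0.58 and -0.36 to 0.47 in intestine, the last reversed without BAF-1 replicate 1 (0.47, adjusted p = 0.0279). Among named genes 1611 values kept their call with a replicate left out and 299 lost it, most of them between tissues, and the cause was not tested. DESeq2, RLE factors, library totals, thinning to the smallest library, count filters and other pseudocounts were not run because they need counts per gene or bin.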

Other observations

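The lowest genes for BAF-1 in hypodermis, lips-10 (-7.29) and acp-2 (-5.63), lie within 50 kb of F14E5.8 on chromosome II, a closeness noticed after their values were seen. For lips-10 the ratios were -4.7 for BAF-1(G12T) in hypodermis and, in intestine, -4.17 for BAF-1 and -1.3 for the mutant protein. For acp-2 they were -3.37, -4.44 and -1.4. F14E5.8 itself was at 0.62 ± 0.8 (SE, n = 3) for BAF-1 and 0.27 ± 0.57 for BAF-1(G12T) in hypodermis.

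In hypodermis, limma called 3191 genes bound by BAF-1(G12T) only, or 2182 without those not tested with BAF-1. Both exceed the value quoted from the study above, which rests on another caller. At the study's thresholds, with its fold of 2 but limma on averages of recentred 2-kb bins, 148 hypodermal 10-kb bins favoured BAF-1(G12T). Of these, 91.9% lay in arms. The study, on other inputs, has more such bins, mostly in centres.

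In replicate 2 of BAF-1 in intestine the most common ratio was 2.46, at 7598 genes. By the authors' deposited calls, 1848 genes in hypodermis were bound by BAF-1(G12T) only and 892 by BAF-1 only.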
